A study of Mus musculus with 3 samples. Its data were reported in "Runx3-mediated Transcriptional Program in Cytotoxic Lymphocytes" (2013).

How the data were processed

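The series holds 3 chromatin immunoprecipitation sequencing (ChIP-seq) samples of freshly isolated, resting splenic natural killer (NK) cells from ICR mice, with 1 sample per group. Chromatin was precipitated with an antibody to the transcription factor Runx3, with an antibody to histone H3 monomethylated at lysine 4 (H3K4me1), or with non-immune rabbit serum (NIS), which served as the control. Per the labels, formaldehyde at 1% was used for fixation, and sonication gave fragments of about 300 bp. The labels describe sorting on NKp46, whereas the study's methods describe sorting on DX5, and the files do not settle which marker was used.

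Per the labels and the study's methods, the authors sequenced 40 bp reads on an Illumina Genome Analyzer IIx, aligned them to the mouse genome with ELAND and kept unique alignments. They joined the reads of their biological repeats, scaled the larger data set to the smaller and called enriched regions with MACS against the NIS library. The deposited data are 2 lists of region coordinates, 1 for Runx3 and 1 for H3K4me1. In this text a Runx3 region is called a peak. Beside the position and a running name, the deposited lists held 0 filled columns, so no score, p-value, fold enrichment or summit was read. The lists themselves give neither a read number nor the NIS signal. The study states the read number of each library, which is quoted with its other values after the report. The depth at each region cannot be read from coordinates, so no comparison of signal strength was made. Each antibody had a single list, so no spread between replicates could be computed. The lists were taken as called on joined reads, as the study's methods state. The series holds 1 sample per antibody, described as the first experiment, and the lists do not show which reads were used. Confidence intervals (95%, Wilson) cover counting error over peaks only, and peaks are not biological replicates.

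Chromosome names and lengths were compared with the mm9 (NCBIM37) sequence. All regions lay on 20 chromosomes, and 1 H3K4me1 region on chromosome 4 ended 23 bp past the end of the chromosome. Coordinates are given 1-based on mm9. Gene positions came from the GENCODE annotation of the same build, which was used in place of the RefSeq annotation named in the plan, because the RefSeq table at hand was of another build.

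A Runx3 peak was counted as overlapping when it shared at least 1 bp with an H3K4me1 region. The overlap, the share of H3K4me1 regions with a peak, the flanking of peaks without overlap, the position of midpoints within regions and the distances to transcription start sites (TSSs) were each compared with 10000 circular shifts of the Runx3 list, a permutation of position. Each chromosome was given its own random offset, so that widths and most spacings were kept. Clustering was compared with 10000 uniform placements within each chromosome. All tests were two-sided. The smallest p-value that the shifts could give was 0.0002. Differences of medians and of shares between classes of peaks were tested with 100000 permutations, for which the smallest p-value was 1e-05. The main tests of the results set before the data were examined, 14 in all, were adjusted together by the Benjamini-Hochberg method. Every other p-value, including those of alternatives, width quintiles, motif variants, other motifs, chromosome X and the closing section, is unadjusted.

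TSSs were the starts of all annotated transcripts (86803 positions). Peaks with a midpoint under 1 kb from a TSS are called proximal and those over 5 kb away distal. The RUNX consensus TGYGGY was searched on both strands of each peak and of an equally wide window 5 kb downstream that overlapped no Runx3 peak, and the pairs were compared with McNemar's exact test. Further control windows were drawn from the same chromosome with GC content within 1 percentage point of the peak, or additionally with CpG density within 0.5 per 100 bp. Consensus sequences for ETS (MGGAAGT), AP-1 (TGASTCA) and SP1 (GGGCGG) were searched in the same windows. McNemar p-values too small for the computer's number format are not given, and some other very small ones are left out. For the main RUNX test the numbers of discordant pairs are given. Near-identical copies of peaks were searched in mm9 with minimap2 at 95% identity over at least 50% of the peak.

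The rule for naming regions, set before the data were examined, ranked peaks by score. Without a score its tie-break by width applied, so the named Runx3 peaks are the 5 widest and the 5 widest without H3K4me1, and the named H3K4me1 regions are the 5 widest and the 5 with the most Runx3 peaks. The named genes are Cd4, Cd8a, Cd8b1, Ncr1, Klrb1a, Klrb1b, Klrb1c and Klrb1f, each with 5 kb on either side, and the genes at the named regions. The planned results on scores could not be computed.

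Alternatives changed the overlap rule, the background placement, the set of chromosomes, the merging of nearby regions, the minimum width, the TSS set, the distances and the motif controls. The overlap and test functions were tested on simulated data. A planted overlap of 60% of 2000 peaks was recovered at 60%. Of 100 lists placed at random, 3 were called at a threshold of 0.05. Of 200 null differences of medians 17 were called, and of 200 null differences of shares 14. All 400 tested intervals matched a direct count, and 200 of 200 planted motifs were found. The work was done with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9, samtools 1.23.1 and minimap2 2.31.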

Results

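Runx3 binding and H3K4me1 were mapped by ChIP-seq in resting splenic NK cells, with 1 Runx3 sample, 1 H3K4me1 sample and 1 NIS control. H3K4me1 is a histone mark found at enhancers and on the flanks of active promoters. The Runx3 list held 15524 peaks with a median width of 825 bp (interquartile range 696 to 967 bp, range 327 to 8547 bp). Together they covered 13.5 Mb, or 0.511% of the 20 chromosomes on which they lay. The H3K4me1 list held 49902 regions with a median width of 1801 bp (interquartile range 1264 to 2806 bp, range 396 to 96856 bp), which covered 127.6 Mb or 4.83%. Neither list had a region on chromosome Y, and a count of 0 among 15524 peaks allows a share of up to 0.0193%. There were no replicate lists, so none of the values below has a spread between replicates.

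The first comparison asked how many Runx3 peaks lay in H3K4me1-marked chromatin. Of 15524 peaks, 14852 (95.7%, 95% confidence interval 95.3 to 96.0%) overlapped an H3K4me1 region. Circular shifts of the Runx3 list gave 6.79% ± 0.40 (SD of 10000 shifts, permutation p = 0.0002, the smallest possible). The alternative that moved this share most kept only H3K4me1 regions wider than the median and gave 78.9%, against 4.79% in its shifts. When the peak midpoint had to lie inside a region, the share was 83.6%. A total of 672 peaks (4.33%) overlapped no region. Of these, 132 (19.6%, interval 16.8 to 22.8%) had an H3K4me1 region within 2 kb on both sides, against 0.447% in the shifts (permutation p = 0.0002).

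In the reverse direction, 14276 of 49902 H3K4me1 regions (28.6%, interval 28.2 to 29.0%) held a Runx3 peak, against 2.0% in the shifts (permutation p = 0.0002). More than 1 peak was found in 1744 regions, and 5 or more in 81. The share rose with region width, from 14.8% in the narrowest quintile (396 to 1181 bp) through 17.5%, 21.0% and 31.9% to 57.9% in the widest (3180 to 96856 bp). The shifts gave 1.15% in the narrowest and 3.80% in the widest quintile, and the observed share was above the shifts in each of the 5 quintiles (permutation p = 0.0002 each).

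Regions with a Runx3 peak had a median width of 2646.5 bp and those without 1614 bp, a difference of 1032.5 bp (permutation p = 1e-05, the smallest possible). That permutation does not allow for the greater chance of a wide region to hold a peak. The circular shifts, added after seeing the data, already gave a difference of 682.8 bp ± 79.4 (SD), and the observed difference was above it (shift permutation p = 0.0012). In the shifts only 2.0% of regions held a peak, against 28.6% observed. They therefore do not show what region size alone would give at the observed share. Runx3 peaks that overlapped H3K4me1 had a median width of 831 bp and the others 658.5 bp, a difference of 172.5 bp (permutation p = 1e-05). This second difference depended on the overlap rule. With the midpoint rule it changed sign, with 822 bp for marked and 842 bp for unmarked peaks (difference -20.0 bp, permutation p = 0.00011).

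Runx3 peaks were clustered. Of all peaks, 46.6% had a neighbouring midpoint within 10 kb, against 12.0% ± 0.356 (SD) in uniform placements (permutation p = 0.0002). The median distance to the nearest peak was 11.8 kb. Keeping only peaks wider than the median gave 31.9%, against 6.29%.

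Distances to the nearest TSS were compared with the shifts to see how the peaks divided between promoters and more remote sites. Midpoints of 6072 peaks (39.1%) lay under 1 kb from a TSS, against 4.25% in the shifts. The shares were 15.8% against 12.4% at 1 to 5 kb, 36.5% against 45.2% at 5 to 50 kb, and 8.64% against 38.1% over 50 kb (permutation p = 0.0002 for each of the 4 classes). The classes depended on the TSS set. With 1 start per protein-coding gene, 31.7% of peaks lay under 1 kb and 19.6% over 50 kb. The excess at 1 to 5 kb was relative to the whole chromosome, since shifts of 20 to 200 kb gave 21.7% there. Those shifts gave 8.25% under 1 kb, 56.2% at 5 to 50 kb and 13.9% over 50 kb. Against them the deficit over 50 kb kept its direction but was much smaller (permutation p = 0.0002). The deficit at 5 to 50 kb was lost with protein-coding transcripts alone (37% against 37.6%, permutation p = 0.603) and changed sign with 1 start per protein-coding gene (37.4% against 35.2%, permutation p = 0.0414).

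**Figure D1:**
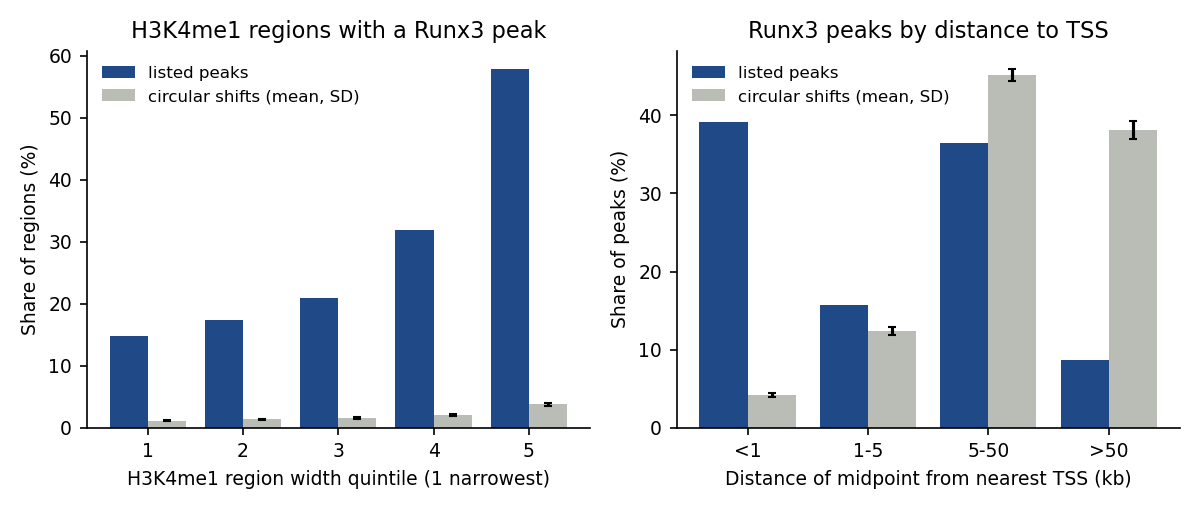
Left, share of H3K4me1 regions (%) that held a Runx3 peak, by quintile of region width. Right, share of Runx3 peaks (%) by distance of the midpoint from the nearest TSS (kb). Blue bars are the deposited lists and grey bars the mean of 10000 circular shifts with their SD; the widest quintile reached 57.9%, and 39.1% of peaks lay under 1 kb from a TSS.

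Promoter and enhancer peaks were then compared for H3K4me1. By shared bases, 5792 of 6072 proximal peaks (95.4%, interval 94.8 to 95.9%) and 6702 of 7003 distal peaks (95.7%, interval 95.2 to 96.2%) overlapped a region, a difference of -0.313 percentage points that was not detectable (permutation p = 0.395). With the midpoint rule the classes differed. Midpoints of 66.2% of proximal and 94.9% of distal peaks lay inside a region, a difference of -28.7 points (permutation p = 1e-05). Without chromosome X the difference by shared bases was 0.0924 points (permutation p = 0.827).

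The place of the midpoint within the H3K4me1 region was scaled from 0 at the edge to 1 at the centre. Its median was 0.664, against 0.50 in the shifts (permutation p = 0.0002). For 4017 proximal midpoints the median was 0.369 and for 6645 distal midpoints 0.750, a difference of -0.381 (permutation p = 1e-05). Positions below 0.2 held 34.3% of proximal and 2.36% of distal midpoints.

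**Figure D2:**
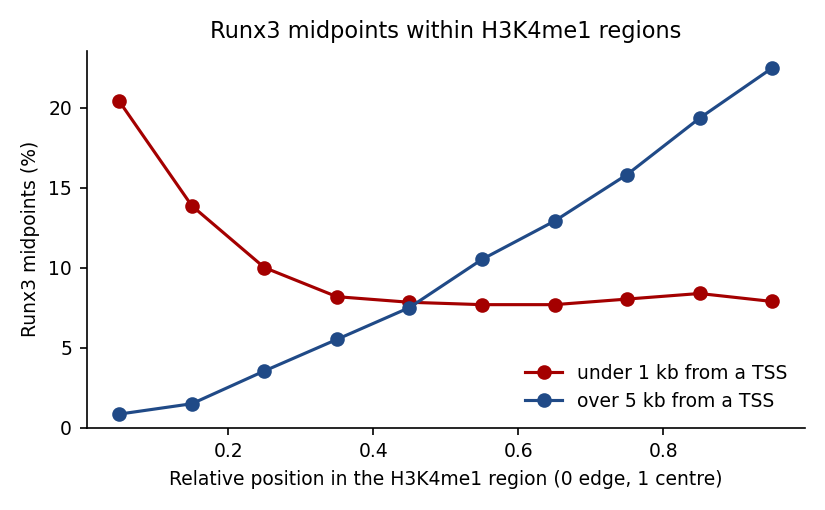
Share of Runx3 midpoints (%) by relative position within the H3K4me1 region, from 0 at the edge to 1 at the centre, for peaks under 1 kb (red) and over 5 kb (blue) from a TSS. The bin next to the edge held 20.4% of proximal and 0.858% of distal midpoints.

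The overlap was compared among chromosomes to see whether it was general. On the 19 autosomes it ranged from 94.5% (chromosome 12) to 97.2% (chromosome 9), and the autosomes alone did not differ (chi-square 13.5, permutation p = 0.761). All 20 chromosomes together differed (chi-square 140.8, permutation p = 1e-05). On chromosome X 159 of 200 peaks overlapped (79.5%, interval 73.4 to 84.5%). The comparison of X with the autosomes, chosen after these values were seen, gave a difference of -16.4 points (permutation p = 1e-05). Chromosome X had 1.20 Runx3 peaks per Mb, against 4.25 to 10.4 on the autosomes, and 5.42 H3K4me1 regions per Mb, against 14.9 to 30.8.

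**Figure D3:**
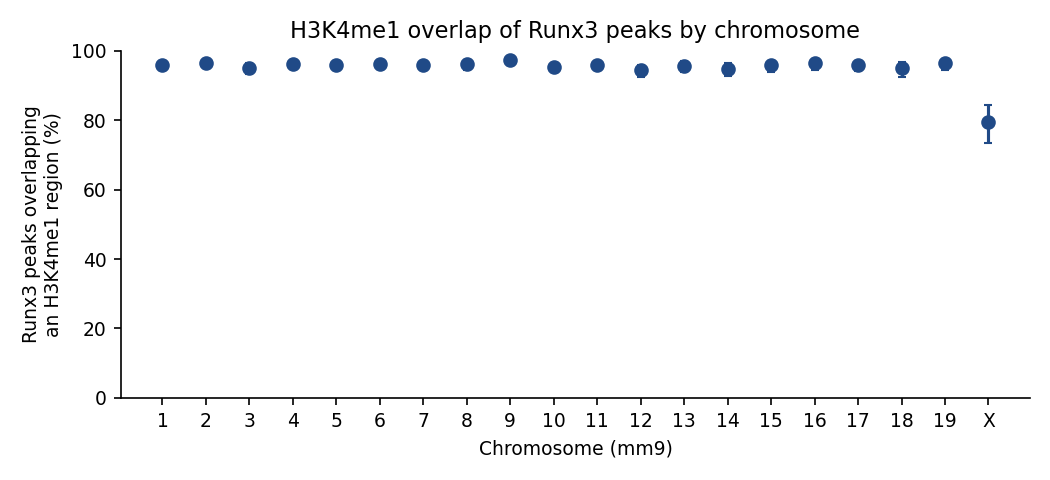
Share of Runx3 peaks (%) that overlapped an H3K4me1 region on each mm9 chromosome, with 95% Wilson intervals as bars. The autosomes lie between 94.5 and 97.2%, and chromosome X lies at 79.5%.

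The RUNX consensus was searched to see how often the peaks held a possible binding sequence. It occurred in 14479 of 15524 peaks (93.3%, interval 92.9 to 93.7%). Over 14505 pairs with a valid downstream window, it occurred in 93.1% of peaks and 75.5% of windows. Only the peak held it in 3260 pairs and only the window in 702. The alternative that moved this result most used the central 200 bp, where 69.2% of peaks and 29.4% of windows held a match. Windows matched on GC content held it in 77.6%, and windows also matched on CpG density in 77.5%. Peaks without H3K4me1 held a central match in 65.0% of 583 pairs, against 32.2% of GC- and CpG-matched windows (exact p = 6.27e-29). Matches reached 6.43 per kb in the 50 bp before the midpoint, against 1.99 in matched windows.

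Peaks were split by TSS class and the 4 sequences of the consensus counted against GC-matched windows. In distal peaks TGTGGT was the most frequent (78.9% against 48.1%), followed by TGTGGC (58.4% against 44.4%), TGCGGT (16.2% against 6.92%) and TGCGGC (11.2% against 8.32%, exact p = 1.41e-09). In proximal peaks TGTGGT occurred in 45.6% against 40.0% (exact p = 7.66e-11), TGCGGT in 36.5% against 18.0% and TGCGGC in 48.2% against 27.7%. The proximal values depended on the control for each of the 4 sequences. With windows also matched on CpG density the excess of TGCGGC fell from 20.5 to 8.21 points and that of TGCGGT from 18.4 to 13.6 points, and with downstream windows they were 41.7 and 29.8 points. TGTGGC did not differ from GC-matched windows (48.3% against 49.9%, exact p = 0.0852) but was above windows also matched on CpG density (49.7% against 43.2%, exact p = 1.66e-11). Over whole peaks TGTGGT was above windows matched on GC content and CpG density (48.3% against 34.4%, exact p = 2.37e-51). It was below downstream windows (45.4% against 54.0%, exact p = 3.77e-21). In the central 200 bp, however, TGTGGT was above downstream windows (21.3% against 16.6%, exact p = 2.94e-10).

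Consensus sequences of other factors were counted in the same GC-matched pairs. The ETS consensus occurred in 41.8% of peaks and 21.0% of windows. The AP-1 consensus occurred in 16.5% against 12.7% (exact p = 3.43e-22). Its excess was present in distal peaks (20.9% against 14%, exact p = 5.49e-27) and not in proximal peaks against this control (10.4% against 11%, exact p = 0.271), and its direction in proximal peaks depended on the control. Windows also matched on CpG density gave 11% against 8.13% (exact p = 5.59e-07), and downstream windows gave the opposite, 10.3% against 14.2% (exact p = 1.82e-10). The SP1 consensus, which contains a CpG, occurred in 77.1% of proximal peaks, against 48.7%. With windows also matched on CpG density the values were 74.6% against 64%, so the excess fell from 28.4 to 10.6 points. Downstream windows, which are not matched on base composition, gave 77.5% against 12.0%, an excess of 65.5 points.

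**Figure D4:**
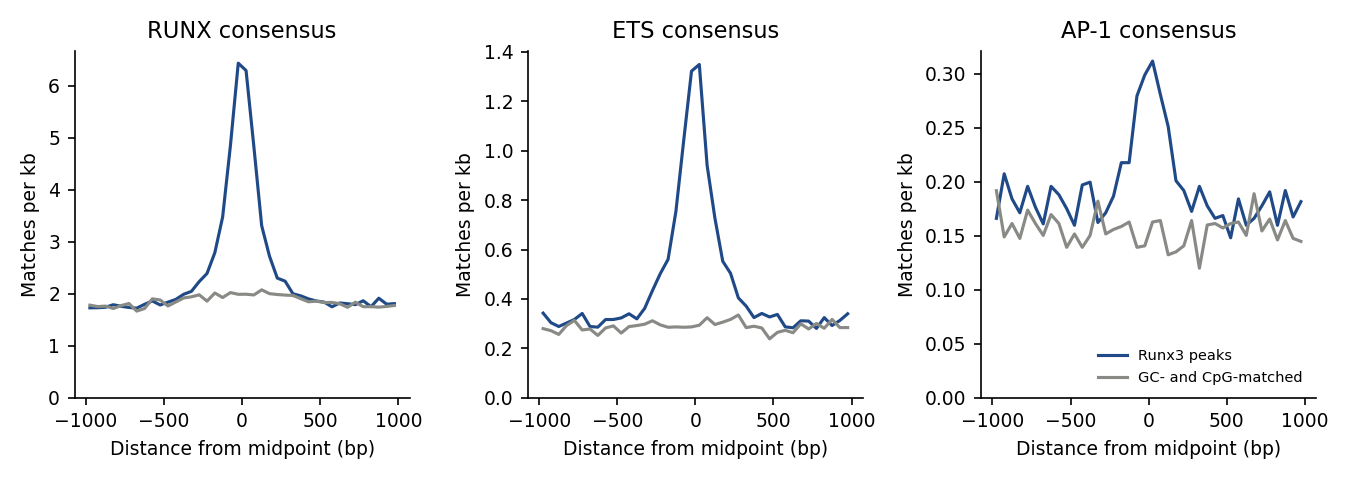
Matches per kb to the RUNX, ETS and AP-1 consensus in 50 bp bins by distance from the midpoint (bp), for Runx3 peaks (blue) and windows matched on GC content and CpG density (grey). Each motif is most frequent near the midpoint of the peaks, with 6.43 RUNX matches per kb just before it.

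The widest Runx3 peak lay on chromosome 2 from 77781501 to 77790047 (8547 bp) over a UTR exon of Cwc22 and overlapped H3K4me1. The second, also on chromosome 2 from 77857828 to 77865343 (7516 bp), was intergenic and had no H3K4me1 region. The others in the top 5 lay on chromosome 17 from 39979717 to 39985913 (6197 bp, an exon of AY036118), on chromosome 1 from 173488747 to 173493239 (4493 bp, coding and UTR exons of Cd244) and on chromosome 8 from 3352822 to 3356300 (3479 bp, coding and UTR exons of A430078G23Rik), each with H3K4me1. Width was the only ranking at hand, and extra copies missing from the reference were not tested at these peaks. Their width therefore does not show strong Runx3 binding. The other 4 of the widest peaks without H3K4me1 lay on chromosomes 7, 17 and X. Those on chromosome 7 (17237865 to 17240758) and chromosome 17 (3027930 to 3030215) were intergenic. On chromosome X, the peak from 166423452 to 166426049 lay over coding exons of Mid1 and Gm17379 and an exon of Gm15247. The peak from 166434569 to 166436708 lay in an intron of Mid1.

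The widest H3K4me1 region covered 96856 bp of Fyn (chromosome 10 from 39147926 to 39244781) and held 9 Runx3 peaks. Next came regions at Jak1 (83618 bp, 6 peaks), Zmiz1 (76020 bp, 8 peaks), Pitpnc1 (66064 bp, 6 peaks) and Smad3 (65870 bp, 12 peaks). The Smad3 region (chromosome 9 from 63537892 to 63603761) held the most Runx3 peaks, followed by a region at Rapgef1 with 10, and by regions at Fyn, in an intron of Runx1 and at Tbkbp1 with 9 each.

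Loci that the study examined in resting cells were counted with 5 kb on either side. Ncr1 on chromosome 7 (4289326 to 4296766) held 2 Runx3 peaks, 1 of them over its start (4288678 to 4290372). Klrb1a held 7 peaks, Klrb1c 4, Klrb1b 2 and Klrb1f 2, and all of these peaks overlapped H3K4me1. At Cd4 there were 0 Runx3 peaks and 1 H3K4me1 region, which put 1.23 kb inside the window of 33.5 kb. At Cd8a and Cd8b1 there were 0 peaks and 0 regions. The study places Cd8 enhancers between these genes, and the part of that interval more than 5 kb from either gene was not counted. Of 22350 protein-coding genes, 8889 (39.8%) had a Runx3 peak within 5 kb.

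Of the 14 main tests adjusted together, 13 stayed below 0.05 with adjusted p-values of at most 0.000215. The 13 include the width of H3K4me1 regions, whose permutation does not allow for the size of the regions. The circular shifts allow for size, but at a far lower share of regions with a peak. They gave an unadjusted permutation p = 0.0012 for that difference. The main test that did not stay below 0.05 was the overlap of proximal against distal peaks by shared bases (permutation test, adjusted p = 0.395).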

Values the study reported

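For resting NK cells the study gave 15524 Runx3-bound regions. The libraries held 25.5 M uniquely aligned reads for Runx3, 29.8 M for H3K4me1 and 26.3 M for NIS. Of the Runx3 peaks, 55% were placed more than 5 kb from a TSS and about 32% within 1 kb. For distances over 50 kb the study printed a pair of shares, 19% and 32%, for CD8 T cells and NK cells in that order. The share over 5 kb was higher in CD8 T cells (75%) than in NK cells. For CD8 T cells and NK cells together, the study gave an overlap of 80 to 95% of Runx3 peaks with H3K4me1 regions, and a RUNX motif in about 90% of bound regions in both cell types.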

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

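Across 31 results, 102 alternatives were run, 68 of them chosen after seeing the data. In 90 of them the result kept its direction and its side of the 0.05 threshold. The share of Runx3 peaks that overlapped H3K4me1 ranged from 78.9% to 98.3% under its alternatives and stayed above every background used, including shifts of 20 to 200 kb, which gave 17.9%. The share of H3K4me1 regions with a peak ranged from 16.2% to 40.4%. The results for flanking, position, clustering and the RUNX consensus in all peaks, and the width of H3K4me1 regions, also kept direction and threshold under each alternative run. For the width of H3K4me1 regions, however, the circular shifts already gave 682.8 bp, against 1032.5 bp observed. In the shifts 2.0% of regions held a peak, against 28.6% observed. The shifts therefore show that the size of the regions alone gives a difference, but not how much of the 1032.5 bp it explains.

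Requiring the midpoint of the peak inside the region changed 2 results. The width difference of Runx3 peaks with against without H3K4me1 reversed from 172.5 bp to -20.0 bp (permutation p = 0.00011). The greater chance of a wider peak to touch a region gave only 12.2 bp in the circular shifts. In those shifts 6.79% of peaks overlapped, against 95.7% observed, so the 12.2 bp may not hold at the observed share. The cause of the reversal was not tested. The proximal against distal difference in overlap passed the threshold at -28.7 points. Leaving out chromosome X removed the difference among chromosomes (chi-square 13.5, permutation p = 0.761) and gave the proximal against distal difference by shared bases the opposite sign at 0.0924 points, with neither version past the threshold.

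The TSS classes moved with the annotation and the background. At 5 to 50 kb the deficit against the circular shifts was lost with protein-coding transcripts (37% against 37.6%). It reversed with 1 start per protein-coding gene (37.4% against 35.2%). The observed share moved little from its 36.5%, while the circular background fell from 45.2%, so the change came from the background. Shifts of 20 to 200 kb kept the deficit with each TSS set. They gave 56.2% with all transcripts, 57.0% with protein-coding transcripts and 56.0% with 1 start per protein-coding gene (permutation p = 0.0002 each). At 1 to 5 kb the observed 15.8% was below shifts of 20 to 200 kb (21.7%), which keep the peaks in gene-rich surroundings by construction.

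Among the 4 sequences of the consensus, TGTGGC in proximal peaks did not differ detectably from GC-matched windows (-1.55 points, exact p = 0.0852), but was in excess by 6.49 points over windows also matched on CpG density and by 5.18 points over downstream windows. TGTGGT in whole proximal peaks had an excess of 5.59 points over GC-matched windows and of 13.9 points over windows also matched on CpG density. With downstream windows it had a deficit of -8.64 points. In the central 200 bp TGTGGT was in excess over each of these controls, by 10.3, 14.8 and 4.63 points in that order. The AP-1 consensus in proximal peaks likewise did not differ from GC-matched windows (-0.627 points, exact p = 0.271), was in excess by 2.87 points over windows also matched on CpG density, and was less frequent than in downstream windows, at -3.87 points. Downstream windows are not matched on base composition, and the cause was not tested further.

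Of 49 alternatives set before the data were examined, 21 needed a score and were not run, because the lists hold none. In this count an alternative for the TSS distance is counted once, whereas among the 102 it is counted for each of the 4 distance classes. Stricter thresholds were replaced by the wider peaks or regions, which is a weaker substitute. The lists hold no read counts per region, so a peak or region that is missing from a list cannot be told from one below the authors' threshold. No paired analysis was possible because each group had 1 sample and each antibody 1 list, taken as called on joined reads. Both lists were called against the same NIS library, and the overlap that this alone would give was not simulated, because reads were not analysed here.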

Other observations

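All patterns in this part were noticed in the data first, and the tests were then chosen on the same data. The tests of peak width on chromosome X and of base composition in proximal against distal peaks were written down after related values had been seen. Where the authors' processing is discussed, no biological explanation was tested, because the samples differ only in the antibody.

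The low overlap on chromosome X (79.5%, against 95.9% on the autosomes) came mostly from promoters. Under 1 kb from a TSS 65 of 97 X peaks overlapped H3K4me1 (67.0%), against 95.8% on the autosomes (permutation p = 1e-05), and over 5 kb from a TSS 67 of 74 (90.5%), against 95.8% (permutation p = 0.0389). Whether these 2 differences differ from each other was not tested. Of the 41 X peaks without overlap, 32 were proximal and 26 had an H3K4me1 region within 2 kb. Peaks on X were narrower (median 743.5 bp, against 826 bp), but autosomal peaks drawn to the same widths overlapped in 94.7%, and the lowest of 10000 draws was 88%, which argues against width as the cause over all peaks. The same held for proximal peaks (94.1% at the widths of X peaks, lowest draw 83.5%). Distal autosomal peaks at the widths of X peaks overlapped in 94.6%, with a lowest draw of 83.8%. The distal difference was then no longer past the threshold, with a two-sided p-value of 0.191 over the 10000 draws, so a contribution of width stays open for the 74 distal peaks. Multi-copy sequence is also argued against, since 0 of the 200 X peaks had a near-identical copy elsewhere in the reference and the share in single-copy peaks was therefore still 79.5%. Copies that are missing from the reference were not tested. H3K4me1 regions on X had a median width of 1511.5 bp, below the 1760 to 1860.5 bp of the autosomes (permutation p = 1e-04, the smallest that 10000 permutations can give). A candidate explanation is that H3K4me1 regions on X were harder to call. A lower signal from a single X in male mice would be an example, but the sex of the mice is not in the labels. Neither list had a region on chromosome Y, so the lists give no sign of male cells. They cannot settle the sex, because they do not show whether chromosome Y was among the aligned sequences. Runx3 calls without Runx3 binding stay open as well. X peaks without H3K4me1 held a central RUNX match 27.8 points more often than GC- and CpG-matched windows (36 pairs, exact p = 0.0414), but only 17.5 points more often than GC-matched windows (40 pairs, exact p = 0.167), and the pairs are too few to decide. Against downstream windows, which are not matched on base composition, the central excess was 43.9 points (41 pairs, exact p = 0.00143). X peaks with and without H3K4me1 did not differ detectably in central matches (74.8% of 159 against 65.9% of 41, permutation p = 0.324). These values go against calls without binding, but with the matched windows undecided they do not exclude it.

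Chromosome X was also poor in Runx3 peaks. It had 4.29 peaks per 100 TSSs, against 12.6 to 27.3 on the autosomes, and 21.5 per 100 protein-coding genes, against 51.9 to 93.6. Fewer start sites therefore do not account for the low density. A lower sensitivity of both lists on X remains possible and was not tested, since the reads were not analysed here.

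The share of peaks that touched H3K4me1 did not differ detectably between proximal and distal peaks, yet proximal midpoints lay outside the marked regions or near their edge more often than distal ones. Narrower regions at TSSs do not account for the edge position. In 4 classes of region width the proximal median stayed below the distal one, with the smallest difference at -0.169 (permutation p = 1e-05 in each class). A split of the mark around an unmarked promoter may account for it. A second H3K4me1 region lay within 2 kb beyond the nearer edge for 62.4% of proximal and 28.2% of distal midpoints. The 2 kb was counted outward from that edge, not from the midpoint. The proximal share was higher in each width class, by at least 11.8 points. Loss of GC-rich fragments in the H3K4me1 library was tested within quintiles of GC content. In quintile 4 70.5% of proximal and 95.7% of distal midpoints lay inside a region, a difference of -25.2 points, and the differences in quintiles 2 and 3 were -7.54 and -16.0 points (permutation p = 1e-05 each), which argues against GC content as the whole cause there. In the lowest quintile the difference was -2.01 points and not past the threshold (permutation p = 0.225), so the pattern did not hold at every GC content. In the highest quintile only 78.8% of the 104 distal midpoints lay inside a region, against 51.7% of proximal ones, and a contribution of GC content cannot be told apart from unannotated promoters among so few distal peaks.

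The share of 93.3% of peaks with a RUNX consensus says little by itself, because 77.5% of GC- and CpG-matched windows of the same width also held one. Base composition over the whole peak did not explain the excess, which was 38.4 points in the central 200 bp. Composition within the central 200 bp itself was not matched. The excess was 38.6 points in the peaks that overlapped H3K4me1, which argues against a local deficit of the shared NIS library as the whole cause of the overlapping calls, although it could have produced some of them.

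Proximal peaks held a central RUNX match less often than distal peaks (61.5% against 74.5%, permutation p = 1e-05). Base composition over the whole peak did not account for this, but composition was not matched within the central 200 bp. The excess over GC- and CpG-matched windows was 27.1 points in 5117 proximal and 45.0 points in 6964 distal pairs, a difference of -17.9 points (permutation p = 1e-05), and 955 proximal peaks had no matched window. A candidate explanation is that more of the proximal peaks arise without Runx3 contacting its consensus, which these lists cannot test.

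The 2 widest Runx3 peaks lay 67.8 kb apart near Cwc22 and held 1.17 and 1.86 RUNX matches per kb. Neither had a copy elsewhere in the reference at 95% identity. Only uniquely aligned reads were kept, and copies missing from the reference were not tested. The search therefore cannot tell whether multi-copy sequence produced these 2 peaks. Among autosomal peaks without H3K4me1, 13 of 631 had such a copy, against 1 of 631 sampled peaks with H3K4me1 (permutation p = 0.00167).

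The share of peaks over 50 kb from a TSS was 8.64%. That is lower than the value quoted from the study above. The share depended on the TSS set. With 1 start per protein-coding gene 19.6% of peaks lay over 50 kb from a TSS, 57.0% over 5 kb and 31.7% under 1 kb. The quoted value belongs to a pair for CD8 T cells and NK cells. The order of the pair was taken as printed. The study measured distances from RefSeq genes with the GREAT tool, a set not used here. No TSS set used here came near the printed NK value, with 14.7% for protein-coding transcripts. With 1 start per protein-coding gene, the shares over 5 kb and under 1 kb came near the study's NK values. The share over 50 kb then came near the value printed for CD8 T cells. These values argue against the printed order, but the CD8 T cell value could not be checked, because the lists hold NK cells only.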
